# Pre-harvest climate and post-harvest acclimation to cold prevent from superficial scald development in Granny Smith apples

**DOI:** 10.1038/s41598-020-63018-3

**Published:** 2020-04-10

**Authors:** Mathieu Marc, Maryline Cournol, Sylvain Hanteville, Anne-Sophie Poisson, Marie-Charlotte Guillou, Sandra Pelletier, François Laurens, Christine Tessier, Claude Coureau, Jean-Pierre Renou, Mickaël Delaire, Mathilde Orsel

**Keywords:** Plant molecular biology, Abiotic

## Abstract

Superficial scald is one of the most serious postharvest physiological disorders that can affect apples after a prolonged cold storage period. This study investigated the impact of pre- and post-harvest climatic variations on superficial scald in a susceptible apple cultivar. Fruit batches with contrasting phenotypes for superficial scald incidence were identified among several years of “Granny Smith” fruit production. The “low scald” year pre-harvest climate was characterised by a warm period followed by a sudden decrease in temperature, playing the part of an *in vivo* acclimation to cold storage. This was associated with many abiotic stress responsive genes which were induced in fruit peel. In particular 48 Heat Shock Proteins (HSPs) and 5 Heat Shock transcription Factors (HSFs) were strongly induced at harvest when scald incidence was low. For “high scald” year, a post-harvest acclimation of 1 week was efficient in reducing scald incidence. Expression profiles of stress related genes were affected by the acclimation treatment and indicate fruit physiological adaptations to cold storage. The identified stress-responsive genes, and in particular HSPs, could be useful indicators of the fruit physiological status to predict the risk of scald occurrence as early as harvest.

## Introduction

Apple (*Malus domestica* Borkh.) is an economically important fruit crop, which is cultivated worldwide, with high nutritional value and a wide range of tastes. Apple fruit quality is affected by complex processes depending on genetic, environmental and agronomic factors, such as temperature, light, humidity or harvest stage^1^. To maximize their postharvest qualities, fruit are harvested early and stored at low temperature for several months. However, extended cold storage periods may lead to several physiological disorders such as superficial scald on ‘Granny Smith’, a sensitive variety. The appearance of brown patches on the epidermis and hypodermal cortical tissues during shelf life severely deteriorate fruit visual qualities, rendering the product unmarketable^2^.

The development of superficial scald symptoms is assumed to be an oxidative response due to cold stress during storage and the accumulation of oxidative products in apple peel^3^. Several studies have linked the acyclic sesquiterpene *α*-farnesene, a volatile compound accumulated in the peel under cold stress, and its auto-oxidation in conjugated trienols (Ctols) and ketone 6-methyl-5-hepten-2-one (MHO) with superficial scald symptoms^2,4^. Other studies have shown that superficial scald could also be induced even at low concentrations of *α*-farnesene^5^ and therefore suggested the involvement of other pathways. In particular, the oxidative stress from prolonged cold storage was considered to influence scald development^2^. New hypotheses arose from the study of the inhibitory effect of the ethylene inhibitor 1-MCP on scald development. It was shown that in addition to reduced ethylene and *α*-farnesene production, 1-MCP also reduced the accumulation of reactive oxygen species (ROS) in fruit peel, probably by promoting cell-membrane integrity^6^. Further studies revealed that 1-MCP stimulates the production of ROS scavengers, synthesis of fatty acids that could stabilize plastid and vacuole membranes against cold, and the accumulation of sorbitol that can act as a cryoprotectant^7^. In the proposed model, ROS production in response to cold stress plays a central role in scald development by disrupting membrane integrity and promoting the accumulation of phenolic compounds. The symptomatic peel browning would result from the enzymatic oxidation of the accumulated chlorogenic acid by the polyphenol oxidase (PPO), both initially in separate compartments^8^.

Although superficial scald was intensively studied for several years, its molecular or biochemical determinism was mainly analysed after long time cold storage during symptom development^3,9^, or under 1-MCP or DPA treatments^4,7,8,10–12^. Thus, early determinisms linked to the pre-harvest conditions, in particular to climate or fruit maturity stages remain poorly understood.

Maturity stage at harvest appears to be a key factor controlling scald development because immature apple fruit are more susceptible to develop symptoms. It has been speculated that the reason is a lower anti-oxidant to oxidant products ratio in immature apples^13^. There is also wide agreement that warm and dry growing periods contribute to increase susceptibility to superficial scald^2^. Therefore climate change could lead to an increase of scald incidence and severity through rising temperatures^14^. Although controversial and depending on several climatic factors, in certain locations the risk of superficial scald occurrence has been shown to be reduced when fruit were exposed to 150 hours below 10 °C during 4 or 6 weeks before harvest^15^. It was suggested that this ‘*in vivo*’ cold acclimation could modify the physiological status of the fruit at harvest, and thus preventing scald development during subsequent cold storage^16^. Based on the same idea, one experiment with step-wise cooling of harvest fruit has shown to reduce scald development for ‘Granny Smith’^17^.

Plant cold acclimation is associated with multiple physiological modifications participating in membrane stabilization and ROS reduction to maintain cellular homeostasis and prevent low temperature-induced oxidative injuries^18^. Studies have shown that pre-storage cold acclimation treatments can reduce chilling injury of harvested fruit for cucumber^19^, citrus^20^, zucchini^21^, avocado^22^, loquat^23^ and mango^24^. Production of protective compounds such as sorbitol could act as a cryoprotectant to promote directly membrane stabilization as demonstrated in transgenic *Arabidopsis*^7^. Gene expression and enzymatic activities of ROS scavengers such as superoxide dismutase (SOD), catalase (CAT) and ascorbate peroxidase (APX), as well as ascorbic acid and glutathione were also enhanced under cold acclimation as reported in cucumber^19^ and kiwi fruit^25^. Therefore, pre- or post-harvest cold acclimation could promote fruit resistance to oxidative stress triggered by cold storage and limit the development of scald symptoms.

The aim of this study was to investigate the effect of pre-harvest climate or post-harvest cold acclimation on superficial scald development in ‘Granny Smith’, and to identify its early molecular determinism. Fruit batches with contrasting phenotypes for superficial scald incidence and severity were identified among several years of fruit production. The “low” and “high” scald years were then analysed for their pre-harvest climatic variables, and transcriptomic analyses were set up between the corresponding fruit peel samples collected at harvest. The expression of identified genes and indicators of fruit physiological status were analysed in response to a post-harvest cold acclimation that was efficient in reducing scald incidence. The relevance of the identified genes is discussed with respect to their involvement in superficial scald determinism and prediction.

## Materials and methods

### Plant material and sampling strategies

‘Granny Smith’ apple fruit (*Malus domestica* Borkh.) were harvested in 2014, 2015 and 2017 from commercially run orchards at the *Station Experimental de La Morinière* (30 ha estate, Saint Epain, France). Each year, fruit from two different orchards were harvested at three different maturity stage based on starch index (SI): early (H1, SI = 3), optimal (H2, SI = 5) and late (H3, SI = 7) (Fig. 1a; harvest dates in Supplementary Table S1). Fruit were collected from orchards P24 and P31 in 2014, P24 and P36 in 2015, R06 and R11 in 2017. For each batch, 100 to 200 fruit were randomly collected on both side of the orchard ranks, at human height, from at least 15 trees. Fruit were then stored at the *Station Experimental de La Morinière* in controlled atmosphere cold rooms (0.5 °C, 2% O_2_, 2% CO_2_ in 2014, 0.5 °C, 1.5% O_2_, 1% CO_2_ in 2015 and 2017) for 5 to 6 months. Each year peel samples were collected immediately at harvest stage.

**Figure 1:**
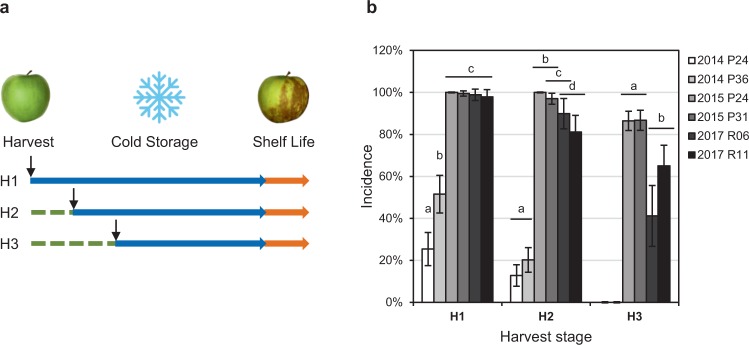
Effect of year and fruit maturity on superficial scald incidence. **(a)** Schematic representation of the experimental design. Fruit were harvested at three different maturity stages, early (H1), optimal (H2) or late (H3), stored under cold controlled atmosphere (blue arrow) for 5 to 6 months, and phenotyped for scald incidence after 1 week of shelf-life at room temperature (orange arrow). **(b)** Annual incidence of superficial scald injuries according to maturity at harvest on fruit collected from two different orchards each year. Values are binomial proportions and confidence intervals for n = 100 to 200 and α = 0.05. Snowflake image unchanged according to https://commons.wikimedia.org/wiki/File:Emojione_2744.svg, (https://creativecommons.org/licenses/by-sa/4.0/deed.en).

An acclimation test was run on fruit collected in 2017 on R06 and R11 orchards. It consisted in 1 week storage at 8 °C (H1-acclim) before transfer to classic cold chambers at 2 °C up to 3, 4 and 5 months. For comparison, additional fruit batches harvested at H1 and H2 were immediately stored in classic cold chambers at 2 °C for 3, 4 and 5 months. Peel samples were collected after one day (1D) and one week (1 W) of acclimation or classic cold storage.

For each sample, peel was collected from both sun-exposed and shaded sides of 20 randomly selected fruit, immediately frozen, ground and homogenized in liquid nitrogen. Sample aliquots were stored at −80 °C before use.

### Evaluation of superficial scald symptoms

Following cold storage, fruit were phenotyped for the development of superficial scald symptoms immediately and after 1 week of shelf life at room temperature (20 °C). Incidence (percentage of fruit with symptoms) and severity were assessed for 100 to 200 fruit per batch. Severity was recorded for each fruit according to the relative surface area affected by symptoms using a 0 to 4 scale as following: S0, no symptom; S1, > 0% to 25%; S2, > 25% to 50%; S3, > 50% to 75%; S4, > 75% of affected surface area (Supplementary Fig. S1). Binomial proportion confidence intervals were calculated using the Wald method with continuity correction and error rate α = 0.05.

### Meteorological data analysis

Meteorological data were collected at the *Station Experimental de La Morinière* (Saint Epain, France) using an Agriscope weather station (http://www.agriscope.fr/). Temperature, radiation, relative humidity and pluviometry were recorded hourly. Daily data synthetized as average, minimum and maximum were analysed over the 60 d preceding the fruit harvest. PCA analyses were performed for data collected 60 d, 40 d or 20 d before harvest using the R package FactoMineR^26^ (Fig. 2).

**Figure 2:**
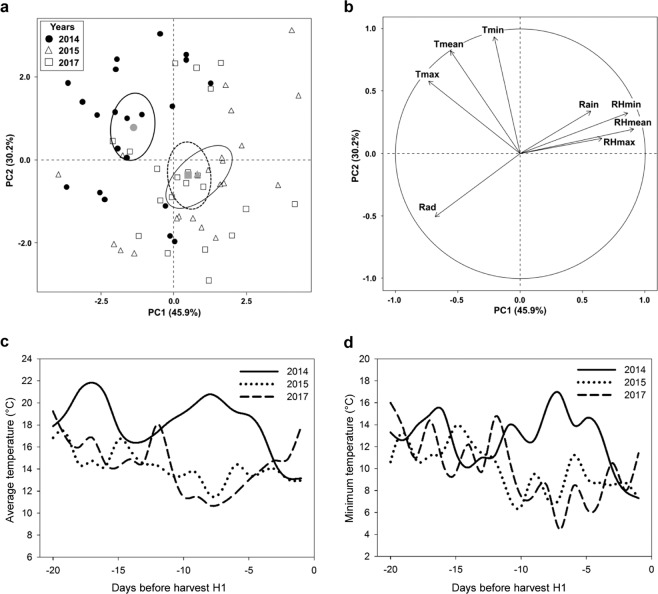
Analysis of pre-harvest climatic variables. PCA analysis of daily temperature (T, °C), rain (mm), relative humidity (RH) and radiation (Rad, W m^−2^) variables collected in the orchard each year for 20 d before harvest. Individuals (**a**) and variables (**b**) are represented in the first two dimension of the PCA. Pre-harvest daily temperatures: (**c**) average (Tmean, °C) and (**d**) minimum (Tmin, °C).

### RNA extraction, amplification and microarray hybridization

Total RNA was extracted from 3 × 10^−3^ kg FW of frozen fruit peel tissue finely ground in liquid nitrogen using two successive extraction procedures with CTAB and then SSTE buffers as described by Segonne *et al*.^27^. RNA quality indicator (RQI) was determined using the Experion TM RNA StdSens Analysis Kit (Bio-Rad, USA), only samples with RQI > 8 were kept for hybridizations and RT-qPCR experiments.

mRNAs were amplified from 200 ng of total RNA and labelled with either Cyanine-3 or Cyanine-5 fluorescent dye with the Agilent Low Input Quick Amp Labelling kit (Agilent, Foster City, CA, USA) according the manufacturer’s recommendations. Labelled samples were purified with Qiagen RNeasy kit (Qiagen, USA), combined as 20 pmol for each dye and co-hybridized to the Agilent microarray AryANE_v2 containing 60-mers oligonucleotide probes designed for each MDP gene from Velasco *et al*.^28^ *Malus domestica* genome v1, as described by Celton, Gaillard *et al*.^29^.

The experimental design included three comparisons between samples collected at harvest from fruit batches with low *versus* high incidence for superficial scald (Fig. 3a). Each comparison included a technical repetition with dye swap. Thus, fruit peel samples were compared as following: samples 2014-P24 *vs* 2015-P24 (C1), samples 2014- P36 *vs* 2015-P31 (C2), samples 2014-P24 *vs* 2017-R11 (C3).

**Figure 3:**
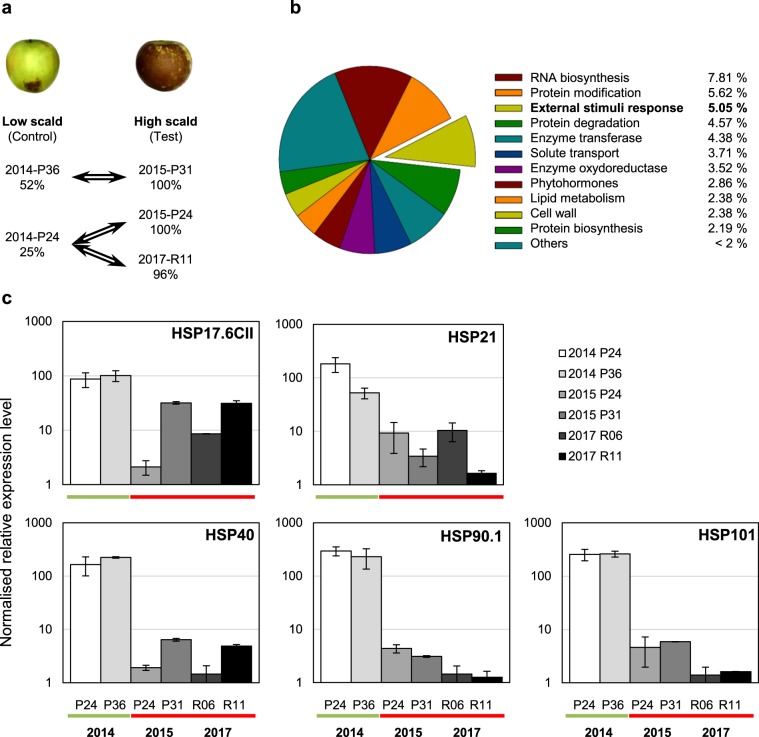
Transcriptomic analysis at harvest for fruit batches with contrasted phenotype for superficial scald. (**a**) Three comparisons were setup in dye-swap between peel samples collected at early harvest from fruit batches with “low” versus “high” scald incidence after cold storage and shelf-life. The three comparisons were combined in one statistical analysis setting the “low” scald samples as “control”, and “high” scald samples as “test”. (**b**) DETs assignment to functional categories: 1050 DETs with BH < 0.05 were selected and 57% were assigned (based on Mapman ontology using the Mercator web tool). (**c**) Relative gene expression level (RT-qPCR) in fruit peel samples collected at harvest from “low” (2014) or “high” (2015 and 2017) scald years for HSP17.6CII (*MD15G1053800*), HSP21 (*MD13G1108500*), HSP40 (*MD10G1289200*), HSP90.1 (*MD01G1208700*) and HSP101 (*MD06G1201600*). Data are mean values ± SD of n = 3.

### Microarrays analysis

The Agilent Feature Extraction 11.5 software was used to extract data files from the scanned images obtained using the MS 200 microarray scanner (Roche Nimblegen). All statistical analyses were conducted based on a dye swap approach as described by Celton, Gaillard *et al*.^29^ with the R software^30^. Briefly, for each comparison (C1 to C3) data were normalized with the lowess method, and differential expression analyses were carried out using the lmFit function and the Bayes moderated t test using the R package LIMMA^31^ from the Bioconductor project. To estimate gene expression levels, the normalized expression values were corrected from background. An additional statistical analysis, including a Benjamini–Hochberg procedure in order to controls the false discovery rate (FDR), was performed with combining the three initial comparisons (C1 to C3) considered as three biological repetitions.

Probes were considered reporting differentially expressed transcripts when their respective corrected P-value (BH) was equal or below 0.05. Only probes reporting sense transcription (96.3%) were then considered in this study. In order to take into account the improvements brought by the GDDH13 v1.1 assembly and annotation^32^, specific and 100% matching targets were search with blast for the selected AryANE_v1 probes. Best blast search results were reported in the Supplementary File S1 under the “spe_new” column. The “spe” code correspond to the identification of at least one target with 100% match among the GDDH13 v1.1 transcripts (76% of the selection). Only the identified set of MD GDDH13 v1.1 genes was then considered in the subsequent analyses and RT-qPCR experiments. Functional classification of DETs was based on Mapman ontology using the Mercator web tool (http://mapman.gabipd.org/web/guest/app/mercator)^33^. An enrichment analysis (Wilconxon rank sum test with Benjamin-Hochberg-correction) was performed with Mapman software 3.6.0^34^. Arabidopsis genes GO annotations were retrieved from The Arabidopsis Information Resource (TAIR) on www.arabidopsis.org. The microarrays data are available under the accession number GSE135863 in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/).

### Reverse transcription and quantitative real time PCR (RT-qPCR)

Total RNA samples used for the microarrays experiments and RNA extracted from the 2017 acclimation experiment peel samples were treated with 1 U of DNAse I (Promega, USA) and cDNAs were synthesized from 1 μg of DNA-free-RNA with oligo(dT) 15 and 200 U of MMLV-RT (Promega) according to Segonne *et al*.^27^. For each cDNA, qPCR experiments were carried out in triplicate according to Segonne *et al*.^27^ using the IQ SYBR Green Super Mix (Biorad) and specific forward and reverse primers at 0.3 µM. Amplifications were performed on a CFX Maestro^TM^ Real-Time PCR instrument (Bio-Rad, USA) and data analysed with CFX Maestro™ Software (Bio-Rad, version 1.1).

Primer pairs were designed for short and specific amplification based on GDDH13 v1.1 genome sequence (Supplementary Table S2) using Primer3Plus (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi) or retrieved from Vergne *et al*.^35^. Each primer pair was tested for its respective specificity and efficiency of the reactions: (1) amplicons were sequenced once and aligned to GDDH13 v1.1; (2) for each run, single product amplification was confirmed by melting curve analyses. Amplification efficiency was assessed using a dilution curve method over a 6 point dilution series. Only primer pairs with efficiencies higher than 85% were retained for further analysis.

Based on microarray results, three reference genes never differentially expressed in all comparisons were selected as reference genes to calculate a normalization factor (geometric mean). Relative expression levels were calculated using a formula derived from the 2–ΔΔCt method [ΔCt = (Ctgoi–Ctref)], where Ct is the threshold cycle, goi is the gene of interest, and ref is the reference gene^36^. Standard deviations were calculated from three replicates following the error-propagation rule formula.

## Results

### Superficial scald symptoms development

Superficial scald was evaluated for different maturity stages at harvest (H1 to H3) on 2 orchards from the same location over 3 years (Fig. 1a). Each year scald incidence decreased while fruit maturity at harvest increased. In particular in 2014 no symptom was detected on late H3 fruit, while 25% and 52% of the early H1 fruit, and 12% and 13% of the optimum H2 fruit were affected by scald (Fig. 1b). Scald incidence was significantly higher in 2015 and 2017 (Fig. 1b), with scald incidence reaching 98% to 100% at H1 and remaining above 80% at H2. 2015 and 2017 fruit were also more severely affected than in 2014 (Supplementary Fig. S1). In 2015 incidence only slightly decreased to 90% at the latest harvest stage H3 while, as observed in 2014, 2017 incidence and severity progressively decreased with higher maturity stage at harvest (Fig. 1b and Supplementary Fig. S1). However, 2017 incidence remained higher than in 2014. Therefore, 2014 was a “low scald” year, while 2015 and 2017 were “high scald” years.

### Analysis of pre-harvest climate

Climatic variables were retrieved from the weather station located in the location of the orchards in order to analyse pre-harvest conditions each year. The total number of hours when hourly temperature was below 10 °C (NH10) was calculated each year from 60 d, 45 d, 30 d and 20 d before harvest (Table 1). Irrespective of the pre-harvest period considered, the NH10 was lower than 150 hours in all years. Contrary to expectation^15^, NH10 was the lowest for the “low scald” year 2014. Based on these results, principal component analysis (PCA) was performed for each previously cited period to identify climatic differences between years. The analysis performed for the period of 20 d before harvest showed the maximum difference between the years (Fig. 2a). The first two components of the PCA captured most of the variability accounting for respectively 46% and 30% of explained variance (Fig. 2b). These two components allow the clear separation of pre-harvest days between “low scald” year 2014 and “high scald” years 2015 and 2017. The 2014 pre-harvest days were negatively correlated with PC1 and positively correlated with PC2. PC1 was mainly defined by relative humidity (RH), in particular by the daily mean and minimum RH (RH_mean_ correlation 0.91, P-value = 5 × 10^−25^; RH_min_, correlation 0.86, P-value = 1.4 × 10^−19^). PC2 included variables linked to the daily temperature, in particular the minimum and the mean temperature of the day (T_min_, correlation 0.94, P-value 2.6 × 10^−29^; T_mean_, correlation 0.82, P-value 1.5 × 10^−16^). Pre-harvest days were thus dryer and warmer in the “low scald” year of 2014 than in the “high scald” years of 2015 and 2017. Analysis of the daily average temperature confirms that the pre-harvest period was overall warmer in 2014 than in 2015 and 2017 (Fig. 2c). However three days before harvest the mean temperature dropped suddenly from 18 °C to 13 °C. This rapid decrease was especially marked for the daily minimum temperature that dropped from 15 °C to 7 °C (Fig. 2d). A drastic shift of temperature also occurred just before 2017 harvest, a “high-scald” year, but in the opposite way with a rapid increase of the mean and minimum daily temperatures. The low scald incidence observed only in 2014 could be explained by an “*in vivo*” acclimation to cold due to the pre-harvest warm period followed by a rapid decrease in temperature.

**Table 1:** Number of pre-harvest hours with mean temperature below 10 °C (NH10).

Numbers of days	NH10		
	2014	2015	2017
60	40	99	96
45	40	99	96
30	18	99	95
20	18	72	82

### Transcriptome analysis at harvest

In order to identify early determinants of scald development, transcriptomic analyses were performed at early harvest stage on the base of scald contrasted phenotypic data after cold storage. 

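Peel of 5 samples of 20 fruit each, collected at early harvest, was compared on 6 Agilent 2-colour arrays with 133709 probes other than controls, of which 66810 report sense and 66774 antisense transcription. The low scald samples were 2014-P24 and 2014-P36, with scald incidences of 25% and 52% in Fig. 3a, and the high scald samples were 2015-P24 (100%), 2015-P31 (100%) and 2017-R11 (96%). The paper's text gives 98% to 100% for early harvest in 2015 and 2017. Each of the 3 comparisons was hybridised on 2 arrays with the dyes swapped. C1 set 2015-P24 against 2014-P24, C2 set 2015-P31 against 2014-P36, and C3 set 2017-R11 against 2014-P24 again. Every low scald sample was harvested in 2014 and every high scald sample in 2015 or 2017, so harvest year and scald incidence coincide in this design. The arrays of C1 and C3 lay on the same slide and those of C2 on another.
The authors deposited the intensity of every spot and of its local background in each channel as extracted from the scanned images, and a separate set of log2 values after their lowess normalisation. Here the mean spot intensity was corrected for the median local background with the normexp method (offset 50). The log2 ratio of high over low scald was normalised by loess within each array, and spots that the scanner software marked as outliers were left out. Repeated spots of a probe and the dye-swapped arrays of a comparison were averaged, which gave 3 log2 ratios per probe. The mean ratio was tested against 0 with limma's moderated test and Benjamini-Hochberg adjustment over all 133709 probes.
Between 10.9% and 30.2% of the probes lay well above background in a channel, that is, above the local background by more than 2.6 SDs of its pixels. The lowest shares were those of the Cy5 channels of C2, 10.9% for 2015-P31 and 13.2% for 2014-P36. Across probes, the dye-swapped arrays correlated by 0.564 in C1, 0.274 in C2 and 0.684 in C3. The number of arrays and of peel samples limits the precision of each ratio.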

Expression profiles of apple peel sampled at harvest from low scald year 2014 were compared with the high scald years 2015 and 2017. Expression profiles of 2014 peel samples from P24 and P36 orchards were compared respectively with expression profiles of 2015 peel samples from P24 and P31 orchards. An additional comparison was set up between 2014-P24 and 2017-R11 peel samples (Fig. 3a). We hypothesized that genes involved in early events that prevent or induce scald development displayed similar differential expression patterns for each comparison. Therefore, we set up an additional t-test combining the three comparisons. 

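Across probes, the log2 ratios of C1 and C2 correlated by Pearson's r = 0.227, those of C1 and C3 by 0.457 and those of C2 and C3 by -0.137. Probes are not independent replicates, so no p is given. C1 and C3 share the low scald sample 2014-P24. Unchanged samples simulated against a shared control correlated by 0.371 on average (0.361 to 0.385 over 100 draws), next to an observed value of 0.459 over the probes measured on all 6 arrays. The same sign was found for 50.9% of the probes in C1 and C2, for 53.6% in C1 and C3 and for 47.8% in C2 and C3. With the background subtracted without further modelling, the correlations were 0.0415, 0.120 and -0.0243 in the same order. As Spearman's rho they were 0.0460, 0.151 and -0.104.
Among the probes well above background, the signals of 2014-P24 in C1 and C3 differed with an SD of 0.13 on the log2 scale. Whether they come from 1 RNA extract is not stated. The differences between the ratios of C3 and C1, which set 2017-R11 against 2015-P24, had an SD of 0.40.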

1491 differentially expressed transcripts (DETs) were identified with significant BH adjusted P-value (BH < 0.05). Thus, 1435 sense DETs were selected, of which 41.7% were up regulated and 58.3% were down regulated in high scald samples, when compared to low scald samples (Supplementary File S1).

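In limma's moderated test over the 3 ratios, 1 probe had a Benjamini-Hochberg adjusted p of 0.05 or below. Unadjusted, 7093 probes had a p under 0.05, of which 51.4% were lower in high scald samples. With the sign of C1, C2 or C3 turned, 3393, 8129 or 6049 probes did, so 7093 shows no clear excess over chance. The called probe, AryANE_v2_00128328, reports MDE0100036383, and it was singled out after its values were seen. Its log2 ratio was -3.90 (standard error 0.03, limma adjusted p = 0.00953), and it was lower in high scald samples on the 4 arrays on which it was measured. On the other 2 arrays its spots were outliers. With these spots used, the ratio was -3.82, lower on 6 of 6 arrays, with a limma adjusted p of 0.0917. Over 23 other settings its adjusted p ranged from 7.1e-05 to 1.00 and its ratio from -4.34 to -3.18.
With the 6 arrays entered as separate ratios, limma called 435 probes, and with the comparison as a random block of 2 arrays 477. The dye-swapped arrays of a comparison hold the same peel samples and are not biological replicates. The block does not correct for this, since its estimated correlation was -0.05. In data simulated with the spread of these ratios, the test over 3 ratios recovered 40.5% of 200 changed probes with 3 false calls. With 6 separate ratios, 198 of the 200 were called together with 633 false calls. Most calls of that fit were thus false in the simulation. The simulation gave both arrays of a comparison the same deviation, drawn from a spread that includes measurement noise. The real dye-swapped arrays had a consensus correlation of -0.05. C1 and C3 were also simulated without a shared sample, so the numbers of false calls do not carry over to the real fits.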

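The probe called from the 3 ratios is a sense probe and was lower in high scald samples. With the 6 arrays entered as separate ratios, 405 of the called probes (93.1%) were sense probes, of which 68.1% were down regulated and 31.9% up regulated in high scald samples. By size, 222 probes had negative ratios on all 6 arrays and a mean log2 ratio of -1 or less, and 53 had positive ratios on all 6 arrays and a mean of 1 or more.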

A search for corresponding genes on the *Malus domestica* GDDH13 v1.1 genome version^32^ led to the identification of 1050 (73.2%) non-redundant genes. Based on MD gene annotation, 57.1% of these DETs were assigned to functional categories (Fig. 3b; Supplementary File S3). Among them, the most represented were “RNA biosynthesis” (7.81%), “Protein modification” (5.62%), “External stimuli response” (5.05%) and “Protein degradation” (4.57%). It is noteworthy that 42.9% of the DETs were not allocated to any category, and that 7.90% belonged to enzyme categories “oxidoreductase” or “transferase”. In order to validate data obtained from the microarray analysis, the relative transcript abundances of a subset of differentially expressed genes with contrasted expression profiles were tested by RT-qPCR using cDNA from low or high scald samples (Supplementary File S4). 

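Supplementary File S4 gives RT-qPCR ratios for 24 pairs of a gene and a comparison, over 9 genes and the RNA samples used on the arrays. The array log2 ratios correlated with the RT-qPCR log2 ratios by Pearson's r = 0.914 and Spearman's rho = 0.844 over the 24 pairs. The coefficient was 0.961 over the 8 pairs of C1, 0.940 over the 9 pairs of C2 and 0.836 over the 7 pairs of C3. The pairs share genes and RNA samples, so no p is given. They also fall into heat shock genes, all lower in high scald samples, and other genes, most of them higher. Over the 15 pairs of HSP17.6CII, HSP21, HSP40, HSP90.1 and HSP101 the coefficient was 0.391, and over the 9 pairs of EXGT, LOX, IMS1 and PPO it was 0.879. The direction was the same in 23 of 24 pairs. The exception was LOX (MD09G1069500) in C3, with an array ratio of 0.26 and an RT-qPCR ratio of -1.06. In 14 of the 15 pairs of heat shock genes the RT-qPCR ratio was larger in size than the array ratio.

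**Figure D1:**
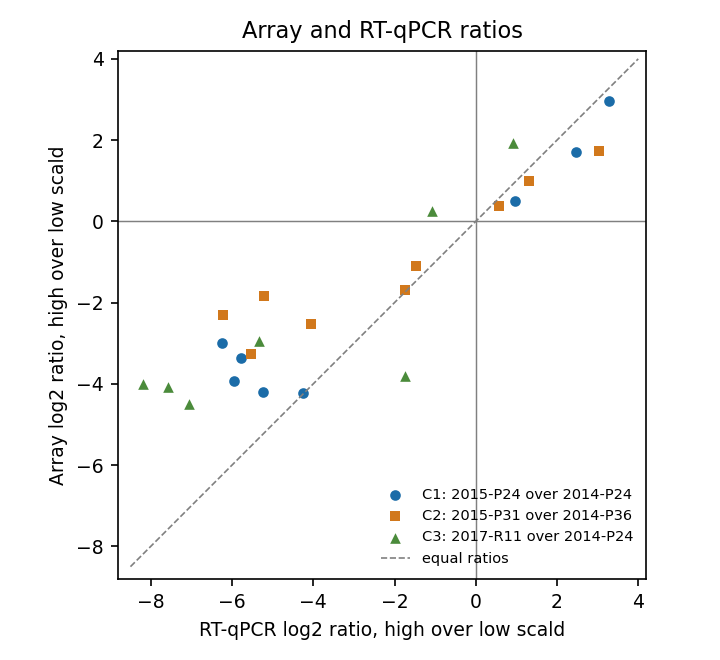
Array log2 ratio (vertical axis) against RT-qPCR log2 ratio (horizontal axis) of high over low scald for the 24 pairs, with 1 point per gene and comparison and a dashed line where both ratios are equal. The points of 23 pairs lie where both ratios have the same sign, and 14 of the 15 pairs of heat shock genes lie above the dashed line.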

The results were consistent with those obtained from the microarray analysis (Pearson correlation coefficient = 0.83).

### Candidate genes associated with later high scald symptoms

The most significantly over-represented category was “External stimuli response” (P-value = 8.61 × 10^−14^) and more specifically “response to temperature” (3.81% of DETs, P-value = 3.93 × 10^−17^) (Supplementary File S3). It included members from all known Heat Shock Protein families (HSP100, HSP90, HSP70, HSP60 and sHSP) (Table 2). 

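Table 2 lists 20 sHSP transcripts, whose median log2 ratio of high over low scald was -2.58 on the arrays. The median was -2.00 for the 9 transcripts of the HSP60 and HSP70 families, -2.60 for the 4 of HSP90 and -2.50 for the 4 of HSP100. The 6 other related chaperones had a median of -1.40. The spread among comparisons was large, with a median SD (n = 3 comparisons) of 1.07 for the sHSPs and 0.49 for HSP100. Each family median was negative under all 23 other settings, among them each other scaling. Several of the settings change only the test or the probes tested, and could hardly move a ratio.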

All 48 DETs belonging to these families were down regulated in 2015 and 2017 when scald incidences were high. 

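On the arrays, all 48 transcripts of Table 2 had a negative mean log2 ratio and a negative ratio in each of C1, C2 and C3. For 47 of them the ratio was negative on every array that measured it. The median of the 48 ratios was -2.26, from -4.30 to -0.94. It was -2.70 in C1, -1.22 in C2 and -2.82 in C3, and the ratio was larger in size in C1 than in C2 for 47 transcripts and in C3 than in C2 for all 48. With the slide as a block, the median was -2.06. The alternative that moved the median most was plain subtraction of the background, to -2.78.
None of the 48 passed the adjustment over all probes in limma's moderated test of 3 ratios, with adjusted p from 0.341 to 0.921. All 48 had an unadjusted p under 0.05. Adjusted over the list alone, 48 were called. With the 6 arrays entered as separate ratios, 22 were called over all probes. As a set the list was lower than the other probes by limma's camera with a preset correlation of 0.01 (p = 3.3e-53), and fry, which keeps the correlation among probes, gave p = 0.0355. The study chose the list on these samples, so the adjustment over the list, camera and fry are not independent evidence. All 48 stayed negative under each of 23 other settings, of which several could hardly move a ratio. For 4 transcripts no high scald channel was well above background, and with these at their lower bounds the median was also -2.26.

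**Figure D2:**
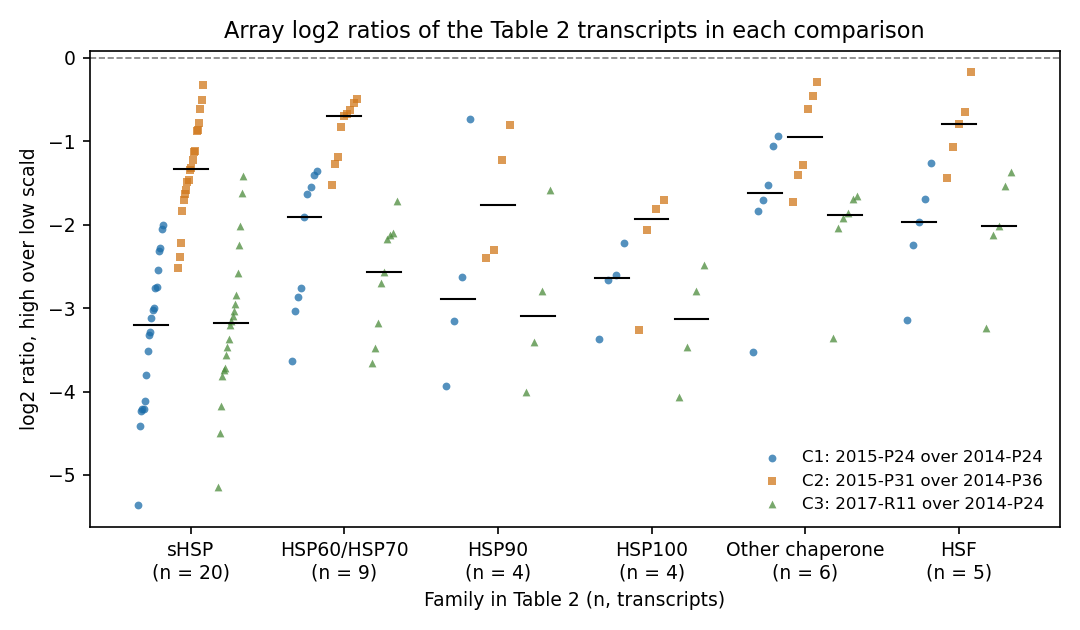
Log2 ratio of high over low scald (vertical axis) of each Table 2 transcript by family (horizontal axis) in C1, C2 and C3, with 1 point per transcript and a black bar at the median. Every point lies below 0, and the medians of C2 lie closest to 0 in each family.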

The 10 most differentially expressed transcripts of the analysis are potential HSPs, in addition 64% of the top 50 DETs are HSPs (Supplementary File S1). In particular, we verified that potential orthologous genes to Arabidopsis HSPs known to be induced in response to heat stress were down regulated in “high scald” samples: *MD15G1053800* and *MD13G1108500* respectively coding for small HSPs HSP17.6CII and HSP21, as well as *MD01G1208700* and *MD06G1201200* coding for HSP90.1 and HSP101^37–40^ (Fig. 2c). Furthermore, 74% of the DETs annotated as HSPs could be linked to a gene ontology (GO) annotation related to heat stress (Supplementary File S1). Most of them were also annotated as responding to light stimulus and/or oxidative stress. 

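Ranked by log2 ratio among the probes that were well above background and had the same sign on all 6 arrays, the 10 most negative ratios all belonged to transcripts that Table 2 or Supplementary File S1 annotates as heat shock proteins or factors. The called probe of MDE0100036383 (-3.90), measured on 4 arrays, is left out of this ranking. With probes measured on fewer arrays included it ranks 2, and 9 of the first 10 are heat shock transcripts. Of the 50 most negative ratios, 35 were of heat shock transcripts in either ranking (70%). Supplementary File S1 was at hand for 820 of its 1470 lines, so a transcript annotated elsewhere in it was not counted. After plain subtraction of the background, 5 of the first 10 and 50% of the first 50 were heat shock transcripts.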

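For HSP17.6CII (MD15G1053800), the mean log2 ratio on the arrays was -3.24 ± 1.35 (SD, n = 3 comparisons; limma adjusted p = 0.694), with -4.21 in C1, -1.70 in C2 and -3.81 in C3. Its signal was saturated in 1 of 6 low scald channels, which limits the size of the ratio. HSP21 (MD13G1108500) had a ratio of -3.75 ± 1.07 (limma adjusted p = 0.573) and HSP90.1 (MD01G1208700) of -3.41 ± 0.96 (limma adjusted p = 0.573). The ratio of HSP101 (MD06G1201200) was -2.27 ± 0.49 (limma adjusted p = 0.538). Another of the 4 HSP101 genes in Table 2, MD06G1201600, which Fig. 3c reports by RT-qPCR, had -3.57 ± 0.44 (limma adjusted p = 0.341), and HSP40 (MD10G1289200) had -2.59 ± 0.66 (limma adjusted p = 0.557). All 6 genes were lower on 6 of 6 arrays, by more than the SD among the comparisons, and none passed the adjustment over all probes. With the 6 arrays entered as separate ratios all 6 passed it, with limma adjusted p from 0.00189 for MD06G1201600 to 0.0441 for HSP17.6CII.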

The subgroup of Heat shock transcription factors (HSFs) was also significantly over represented in the transcriptomic analysis. 

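The 5 HSF transcripts of Table 2 had a median log2 ratio of -1.59, from -2.61 to -0.94, and each was lower in high scald samples on 6 of 6 arrays. The median was -1.96 in C1, -0.80 in C2 and -2.01 in C3. The C2 median is the fitted value of MD08G1064100, for which only a bound can be given, as described below. At that bound the median of -1.59 would be smaller in size. The limma adjusted p of the 5 transcripts over all probes lay between 0.581 and 0.914.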

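Table 2 lists 2 transcripts annotated as HsfA2. For MD15G1057700 the log2 ratio of high over low scald was -2.61 ± 1.01 (SD, n = 3 comparisons; limma adjusted p = 0.672), with -3.14 in C1, -1.44 in C2 and -3.24 in C3. It was negative on 6 of 6 arrays, and it passed the adjustment with the 6 arrays entered as separate ratios (limma adjusted p = 0.0333). The probe of MD08G1064100 was well above background in 5 of 6 low scald channels and not well above background in any high scald channel, so only a bound can be given. Its level was at least 2.74-fold lower in high scald samples (limma adjusted p = 0.762), from the mean of the low scald samples over the higher of its own signal and the lowest signal among probes well above background on each array of the high scald samples. Its fitted ratio was negative on 6 of 6 arrays.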

A potential *HsfA2*, activator of transcription for many HSPs in Arabidopsis^41^, and its potential targets were particularly repressed in “high scald” samples (Table 2). This transcription factor has been shown to respond to different environmental stresses, including the combination of heat and high light, as well as hydrogen peroxide (Supplementary File S1).

**Table 2:** HSP and HSF transcripts down regulated in “high scald” fruit peel.

Seq_id	LR	MD gene	TAIR				
			evalue	name	Annotation	AtHSP	GO
***Small HSP (sHSP)***							
MDP0000700383	−3.26	MD15G1053800	3 × 10^−59^	AT5G12020	17.6 kDa class II heat shock protein	AtHsp17.6-CII	HLOx
MDP0000362505	−2.43	MD08G1068200	3 × 10^−58^	AT5G12020	17.6 kDa class II heat shock protein	AtHsp17.6-CII	HLOx
MDP0000188935	−3.00	MD08G1068000	9 × 10^−57^	AT5G12020	17.6 kDa class II heat shock protein	AtHsp17.6-CII	HLOx
MDP0000214382	−3.79	MD13G1108500	3 × 10^−37^	AT4G27670	21 kDa class II heat shock protein	AtHsp25.4-P*	HLOx
MDP0000125300	−2.68	MD06G1060300	3 × 10^−54^	AT4G25200	23.6 kDa class II heat shock protein	AtHsp23.6-M*	
MDP0000795157	−2.62	MD10G1289200	0	AT2G20560	DNAJ heat shock family protein		
MDP0000290546	−2.58	MD05G1310300	6 × 10^−179^	AT2G20560	DNAJ heat shock family protein		
MDP0000549793	−1.95	MD12G1172300	0	AT3G08970	DNAJ protein ERDJ3A		H
MDP0000164489	−2.70	MD11G1089300	1 × 10^−69^	AT1G07400	HSP20-like		HOx
MDP0000493154	−2.94	MD11G1087100	3 × 10^−69^	AT1G07400	HSP20-like		HOx
MDP0000574524	−4.56	MD05G1240300	3 × 10^−38^	AT1G07400	HSP20-like		HOx
MDP0000094857	−3.22	MD11G1089400	3 × 10^−16^	AT1G07400	HSP20-like		HOx
MDP0000791550	−1.74	MD07G1210400	2 × 10^−78^	AT1G53540	HSP20-like	AtHsp17.6C-Cl*	HOx
MDP0000265157	−2.59	MD01G1144400	5 × 10^−73^	AT1G53540	HSP20-like	AtHsp17.6C-Cl*	HOx
MDP0000412799	−2.08	MD07G1210800	2 × 10^−66^	AT1G53540	HSP20-like	AtHsp17.6C-Cl*	HOx
MDP0000424976	−1.64	MD11G1087200	2 × 10^−22^	AT1G53540	HSP20-like	AtHsp17.6C-Cl*	HOx
MDP0000152564	−2.45	MD17G1151000	4 × 10^−53^	AT1G54050	HSP20-like	AtHsp17.4-CIII*	HLOx
MDP0000136609	−3.02	MD15G1443700	2 × 10^−49^	AT4G10250	HSP20-like	AtHsp22.0-ER*	HOx
MDP0000656080	−2.97	MD08G1249100	2 × 10^−45^	AT4G10250	HSP20-like	AtHsp22.0-ER*	HOx
MDP0000208958	−1.46	MD09G1271100	2 × 10^−58^	AT5G37670	HSP20-like	AtHsp15.7-Cl*	HOx
***HSP60 - HSP70***							
MDP0000752314	−1.50	MD10G1170700	0	AT3G23990	Heat shock protein 60		H
MDP0000859313	−1.18	MD05G1182500	0	AT3G23990	Heat shock protein 60		H
MDP0000867730	−2.03	MD07G1196600	3 × 10^−39^	AT1G56410	Heat shock protein 70		H
MDP0000620433	−2.30	MD07G1197200	0	AT3G12580	Heat shock protein 70	AtHsp70-4*	HLOx
MDP0000122734	−2.27	MD17G1226000	0	AT3G12580	Heat shock protein 70	AtHsp70-4*	HLOx
MDP0000220559	−1.63	MD01G1126500	0	AT3G12580	Heat shock protein 70	AtHsp70-4*	HLOx
MDP0000311339	−3.00	MD15G1150500	0	AT1G16030	Heat shock protein 70B	AtHsp70-5*	H
MDP0000172536	−2.16	MD16G1192600	0	AT2G32120	Heat-shock protein 70T-2	AtHsp70-8*	HLOx
MDP0000684170	−1.83	MD13G1191900	0	AT2G32120	Heat-shock protein 70T-2	AtHsp70-8*	HLOx
***HSP90***							
MDP0000181929	−1.06	MD11G1037400	0	AT5G56000	Heat shock protein 81.4	AtHsp90-4	H
MDP0000254260	−3.53	MD01G1208700	0	AT5G52640	Heat shock protein 90.1	AtHsp90-1	H
MDP0000303430	−3.00	MD07G1279200	0	AT5G52640	Heat shock protein 90.1	AtHsp90-1	H
MDP0000948331	−2.38	MD00G1081900	6 × 10^−88^	AT5G52640	Heat shock protein 90.1	AtHsp90-1	H
***HSP 100***							
MDP0000217508	−3.59	MD06G1201600	0	AT1G74310	Heat shock protein 101	AtHsp100-1*	HLOx
MDP0000303015	−2.76	MD14G1211000	0	AT1G74310	Heat shock protein 101	AtHsp100-1*	HLOx
MDP0000308722	−2.32	MD06G1201200	0	AT1G74310	Heat shock protein 101	AtHsp100-1*	HLOx
MDP0000755970	−2.27	MD14G1210600	0	AT1G74310	Heat shock protein 101	AtHsp100-1*	HLOx
***Other related chaperone***							
MDP0000197501	−2.99	MD16G1124100	1 × 10^−21^	AT1G12060	BAG chaperone regulator		
MDP0000215062	−1.79	MD14G1054700	0	AT3G12050	Hsp90 binding protein		
MDP0000932255	−1.64	MD12G1055300	0	AT3G12050	Hsp90 binding protein		
MDP0000190008	−1.17	MD13G1024100	2 × 10^−53^	AT1G23100	Hsp10 Hsp60-co-chaperone		
MDP0000422652	−1.15	MD04G1081900	0	AT4G12400	Hsp70-Hsp90 organizing protein		HLOx
MDP0000161691	−1.08	MD06G1065400	0	AT4G12400	Hsp70-Hsp90 organizing protein		HLOx
*HSF*							
MDP0000527802	−1.50	MD02G1171800	2 × 10^−92^	AT4G36990	Heat shock factor 4	HsfB1	H
MDP0000925901	−1.64	MD03G1258300	2 × 10^−124^	AT3G22830	Heat shock transcription factor A6B	HsfA6b	H
MDP0000155667	−1.05	MD01G1198700	6 × 10^−79^	AT5G62020	Heat shock transcription factor B2A	HsfB2a	H
MDP0000243895	−2.80	MD15G1057700	8 × 10^−126^	AT2G26150	Heat shock transcription factor A2	HsfA2*	HLOx
MDP0000489886	−1.91	MD08G1064100	5 × 10^−120^	AT2G26150	Heat shock transcription factor A2	HsfA2*	HLOx

Reference sequence for probes design (Seq_id), Log ratio (LR) of differential analysis, corresponding GDDH13 gene (MD gene), Arabidopsis gene annotation (TAIR e-value, gene name and annotation), Arabidopsis short name according to Swindell *et al*.^77^ (AtHSP), Arabidopsis GO annotation (response do heat (H), light (L) or ROS (Ox)). *Gene regulated by AtHSFA2 according to Nishizawa *et al*.^41^.

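The array log2 ratio of HY5 (MD08G1147100) was -1.98 ± 1.20 (SD, n = 3 comparisons; limma adjusted p = 0.859), with -2.03 in C1, -0.76 in C2 and -3.16 in C3. HYH (MD16G1132200) had a smaller and more even ratio of -0.57 ± 0.12 (limma adjusted p = 0.545), and only HYH of these 2 genes passed the adjustment with the 6 arrays entered as separate ratios (limma adjusted p = 0.0345). Both were lower in high scald samples on 6 of 6 arrays. The 9 transcripts that Table 3 lists under response to light had a median of -1.39, with medians of -1.44 in C1, -0.53 in C2 and -2.46 in C3.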

Other transcription factors involved in the light stress response were similarly down regulated in samples from “high scald” fruit batches (Table 3), like the potential orthologous genes of the Arabidopsis bZIP genes *HY5* and *HYH* (*MD08G1147100* and *MD16G1132200*)^42^. 

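Both MYB12 transcripts were lower in high scald samples on 6 of 6 arrays. The log2 ratio was -1.65 ± 0.87 (SD, n = 3 comparisons; limma adjusted p = 0.816) for MD03G1297100 and -1.63 ± 0.83 (limma adjusted p = 0.796) for MD11G1316800. In C2 the ratios were -0.80 and -0.81, and in C3 they were -2.54 and -2.46.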

*MD03G1297100* and *MD11G1316800*, two potential MYB12 regulators of the flavonoid pathways known to respond to high light^43^, were also down regulated. In agreement, a potential orthologous downstream regulated gene was also down regulated, namely a phenylalanine ammonia-lyase (PAL1, *MD12G1116700*). 

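PAL1 (MD12G1116700) had a log2 ratio of -1.92 ± 1.49 (SD, n = 3 comparisons; limma adjusted p = 0.939), lower in high scald samples on 6 of 6 arrays. Its ratio was -1.44 in C1, -0.73 in C2 and -3.60 in C3, and without C3 the mean was -1.08.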

*MD03G1099300*, a potential *ZAT12* gene C2H2 transcription factor also named *RHL41* “responsive to high light 41”, was also down regulated. 

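For the ZAT12 transcript MD03G1099300 the log2 ratio was -1.15 ± 0.38 (SD, n = 3 comparisons; limma adjusted p = 0.615), negative on 6 of 6 arrays. Unlike most transcripts of Tables 2 and 3 it had its largest ratio in C2 (-1.46), with -1.26 in C1 and -0.72 in C3. It passed the adjustment with the 6 arrays entered as separate ratios (limma adjusted p = 0.0228).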

The Arabidopsis *ZAT12* gene (*AT5G59820*) was shown to be also induced by heat and cold stress and to be involved in cold and photosynthetic acclimation^44,45^ (Table 3; Supplementary File S1).

**Table 3:** Selected DETs associated with abiotic stress response.

Seq_id	LR	MD gene	TAIR				
			evalue	name	Short name	Annotation	GO
***Response to heat***							
MDP0000175388	−2.36	MD04G1022400	0	AT5G48570	ROF2	FKBP-type peptidyl-prolyl cis-trans isomerase	H
MDP0000275263	−2.00	MD09G1263000	5 × 10^−112^	AT1G66080		Protein of unknown function DUF775	H
MDP0000273764	−1.06	MD17G1258000	9 × 10^−116^	AT1G66080		Protein of unknown function DUF775	H
MDP0000917573	−1.68	MD02G1050200	5 × 10^−70^	AT3G24500	ATMBF1C	Multiprotein bridging factor 1 C	H
MDP0000129942	−1.39	MD15G1187400	2 × 10^−69^	AT3G24500	ATMBF1C	Multiprotein bridging factor 1C	H
MDP0000205111	−1.40	MD10G1156300	0	AT3G25230	ROF1	Rotamase FKBP1 protein folding catalyst	H
MDP0000141863	−1.04	MD05G1166200	0	AT3G25230	ROF1	Rotamase FKBP1 protein folding catalyst	H
***Response to light***							
MDP0000586302	−2.06	MD08G1147100	1 × 10^−66^	AT5G11260	HY5	bZIP transcription factor family protein	L
MDP0000388769	−1.96	MD12G1116700	0	AT2G37040	PAL1	PHE ammonia lyase 1	LOx
MDP0000268980	−1.68	MD11G1316800	3 × 10^−73^	AT2G47460	MYB12	Myb domain protein 12	L
MDP0000119725	−1.67	MD03G1297100	8 × 10^−73^	AT2G47460	MYB12	Myb domain protein 12	L
MDP0000281626	−1.41	MD10G1316100	0	AT1G61800	GPT2	Glucose-6-phosphate/phosphate translocator 2	L
MDP0000771031	−1.31	MD05G1305700	1 × 10^−135^	AT2G29120	ATGLR2.7	Glutamate receptor 2.7	L
MDP0000831937	−1.21	MD07G1285600	0	AT5G24120	SIGE	RNA polymerase sigma subunit E	L
MDP0000149332	−1.17	MD04G1144100	3 × 10^−90^	AT2G37970	ATHBP2	SOUL heme-binding family protein	L
MDP0000159766	−1.08	MD17G1265700	0	AT2G42690		alpha/beta-Hydrolases superfamily protein	L
***Response to cold***							
MDP0000299872	−1.15	MD09G1043700	0	AT5G40010	AATP1	AAA-ATPase 1	C
MDP0000317816	−1.13	MD04G1164500	8 × 10^−116^	AT5G01600	ATFER1	Ferretin 1	COx
MDP0000203813	−1.11	MD07G1204100	0	AT3G55580	RCC1	Regulator of chromosome condensation	C
***Response to multiple stimuli***							
MDP0000739699	−2.65	MD14G1150400	3 × 10^−50^	AT3G22840	ELIP	Chlorophyll A-B binding family protein	HLC
MDP0000446914	−1.87	MD17G1280400	0	AT2G47180	ATGOLS1*	Galactinol synthase 1	HLCOx
MDP0000595671	−1.18	MD03G1099300	3 × 10^−37^	AT5G59820	RHL41	ZAT12 C2H2-type zinc finger family protein	HLCOx
MDP0000226817	−1.27	MD10G1110200	0	AT1G17870	EGY3*	Zinc metallopeptidase	HLOx
MDP0000238942	−1.01	MD01G1185500	0	AT2G36530	LOS2	Enolase	LC
MDP0000755567	−1.17	MD03G1289900	1 × 10^−21^	AT4G02380	SAG21	Senescence-associated gene 21	LCOx
MDP0000286604	−0.89	MD17G1211100	4 × 10^−15^	AT5G20230	ATBCB	Blue-copper-binding protein	LCOx
MDP0000265874	−0.87	MD15G1253900	1 × 10^−11^	AT1G20440	COR47	Cold-regulated 47	HC
***Response to oxidative stress***/***ROS processing***							
MDP0000166359	−1.67	MD06G1110300	2 × 10^−98^	AT1G64500		Glutaredoxin family protein	Ox
MDP0000171695	−1.87	MD14G1014200	6 × 10^−42^	AT3G10020		Protein of unknown function	Ox
MDP0000566567	−2.42	MD05G1211000	8 × 10^−108^	AT1G78380	ATGSTU19	Glutathione S-transferase TAU 19	Ox
MDP0000187493	−1.76	MD05G1211100	9 × 10^−31^	AT1G78380	ATGSTU19	Glutathione S-transferase TAU 19	Ox
MDP0000459010	−1.46	MD05G1210700	8 × 10^−110^	AT1G78380	ATGSTU19	Glutathione S-transferase TAU 19	Ox
MDP0000755113	−1.03	MD05G1210000	5 × 10^−116^	AT1G78380	ATGSTU19	Glutathione S-transferase TAU 19	Ox
MDP0000135807	−1.15	MD05G1309500	4 × 10^−40^	AT1G28480		Thioredoxin superfamily protein	Ox
MDP0000179654	−0.96	MD10G1288100	2 × 10^−41^	AT1G28480		Thioredoxin superfamily protein	Ox
MDP0000340109	−1.26	MD15G1395600	1 × 10^−71^	AT1G22840	CYTC-1	CYTOCHROME C-1	Ox
MDP0000205322	−1.02	MD08G1213100	7 × 10^−72^	AT1G22840	CYTC-1	CYTOCHROME C-1	Ox
MDP0000248822	−1.15	MD15G1085500	0	AT2G26560	PLP2	Phospholipase A 2 A	Ox
MDP0000770103	−1.17	MD11G1004100	6 × 10^−137^	AT5G05340	PRX52	Peroxidase superfamily protein	Ox
MDP0000642594	−1.13	MD04G1139400	3 × 10^−80^	AT3G09270	ATGSTU8	Glutathione S-transferase TAU 8	Ox
MDP0000320982	−1.12	MD04G1139500	4 × 10^−83^	AT3G09270	ATGSTU8	Glutathione S-transferase TAU 8	Ox
MDP0000126107	−0.87	MD04G1104900	1 × 10^−154^	AT3G09640	APX2*	Ascorbate peroxidase 2	Ox
MDP0000326493	1.06	MD02G1013800	9 × 10^−33^	AT4G30380		Barwin-related endoglucanase	Ox
MDP0000126601	1.12	MD17G1039200	4 × 10^−27^	AT5G14920	GASA14	Gibberellin-regulated family protein	Ox

Reference sequence for probes design (Seq_id), Log ratio (LR) of differential analysis, corresponding GDDH13 gene (MD gene), Arabidopsis gene annotation (TAIR e-value, gene name and annotation), Arabidopsis GO annotation (response do heat (H), light (L), cold (C) or ROS (Ox)). *Gene regulated by *AtHSFA2* according to Nishizawa *et al*.^41^.

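The 44 transcripts of Table 3 had a median log2 ratio of -1.15 on the arrays, with 42 lower and 2 higher in high scald samples. Each had the direction that the table gives, also under all 23 other settings, of which several could hardly move a ratio. The median was -1.45 in C1, -0.70 in C2 and -1.58 in C3. None passed the adjustment over all probes in limma's moderated test, with 0.0877 as the lowest adjusted p, and 43 had an unadjusted p under 0.05. Adjusted over the list alone, 42 were called. Entered as 6 separate ratios, the arrays gave 14 calls over all probes. As a set the list was lower than the other probes by limma's camera with the same preset correlation (p = 1.8e-36), and fry gave p = 0.0205. The study chose this list on these samples as well. For 2 transcripts no high scald channel was well above background, and with these at their lower bounds the median was -1.15 again.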

A few DETs responding to cold and/or involved in cold acclimation were identified (Table 3, Supplementary File S1). 

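Table 3 lists 3 transcripts under response to cold alone, with a median log2 ratio of -1.10 and limma adjusted p from 0.581 to 0.920. The 8 transcripts under response to multiple stimuli had a median of -1.14, from -2.78 to -0.83. All of these were negative in C1, C2 and C3.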

The most differentially expressed were down regulated in “high scald” samples, and as with *ZAT12* they were also annotated as responding to heat and light stimuli. In particular, *MD14G1150400*, a potential orthologue for *AT3G22840* coding for a chlorophyll binding protein ELIP1 involved in photoprotection was down regulated in “high scald” samples. 

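ELIP1 (MD14G1150400) had a log2 ratio of -2.78 ± 2.05 (SD, n = 3 comparisons; limma adjusted p = 0.923), lower in high scald samples on the 5 arrays that measured it. The ratio was -2.01 in C1, -1.22 in C2 and -5.11 in C3, where 1 of 2 arrays was left out as an outlier. Without C3 the mean was -1.62. It did not pass the adjustment under any of the 23 other settings, with 0.0657 as the lowest limma adjusted p.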

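On the arrays, GOLS1 (MD17G1280400) was lower in high scald samples on 6 of 6 arrays, with a log2 ratio of -1.83 ± 0.62 (SD, n = 3 comparisons; limma adjusted p = 0.615). The ratio was -2.50 in C1, -1.27 in C2 and -1.74 in C3. With the 6 arrays entered as separate ratios it passed the adjustment (limma adjusted p = 0.0240).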

The *MD17G1280400* gene, potentially coding for an orthologue of the AtGOLS1 a galactinol synthase induced by heat, light and cold stimulus, was also down regulated.

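Table 3 lists 17 transcripts under oxidative stress and ROS processing, of which 15 were lower and 2 higher in high scald samples, with a median log2 ratio of -1.11. The most even ratio was that of a glutaredoxin (MD06G1110300), -1.66 ± 0.03 (SD, n = 3 comparisons; limma adjusted p = 0.0877), which was the lowest adjusted p of Tables 2 and 3. It was lower on 6 of 6 arrays and passed the adjustment with the 6 arrays entered as separate ratios (limma adjusted p = 6.5e-05).
Among the glutathione S-transferases, the ratios of 4 GSTU19 transcripts were -1.35 ± 0.69 for MD05G1210700, -1.01 ± 0.62 for MD05G1210000, -2.37 ± 1.09 for MD05G1211000 and -1.75 ± 0.76 for MD05G1211100. The GSTU8 transcripts MD04G1139400 and MD04G1139500 had ratios of -1.11 ± 0.45 and -1.11 ± 0.48. Their limma adjusted p lay between 0.683 and 0.863, and each was lower on every array that measured it, 5 arrays for MD05G1211100 and 6 for the others. APX2 (MD04G1104900) had a ratio of -0.82 ± 0.49 (limma adjusted p = 0.850), with -0.28 in C2. The thioredoxins MD05G1309500 and MD10G1288100 had ratios of -1.15 ± 0.41 (limma adjusted p = 0.639) and -0.89 ± 0.51 (limma adjusted p = 0.837). Without C1 the mean of MD10G1288100 was -0.59. With the 6 arrays entered as separate ratios, MD04G1139400 (limma adjusted p = 0.0376) and MD05G1309500 (limma adjusted p = 0.0319) passed the adjustment as well.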

Finally, among the DETs with GO for response to oxidative stress or probably involved in redox cellular homeostasis, several genes potentially coding for glutathione S-transferase were down regulated (*MD05G1210700, MD05G1210000, MD05G1211000, MD05G1211100, MD04G1139400, MD04G1139500*) as well as potential ascorbate peroxidase APX2 (*MD04G1104900*), glutaredoxin (*MD06G1110300*) and thioredoxin (*MD05G1309500, MD10G1288100*) (Table 3; Supplementary File S1).

Interestingly, only 1.9% of the genes were related to the biotic stress response while 12.5% of the DETs had GO related to the abiotic stress response. 

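The transcripts of Tables 2 and 3 were set side by side in the 2 high scald years through C1 and C3, which share 2014-P24. The median difference between the ratios of C3 and C1 was -0.09 on the log2 scale for the 48 transcripts of Table 2, of which 26 were lower in 2017-R11 than in 2015-P24. For the 44 transcripts of Table 3 the median difference was -0.18. For the 9 transcripts under response to light it was -0.83, with 7 of 9 lower in 2017-R11. Each sample stands for 1 year and orchard, so these differences have no replicate check.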

The whole transcriptome profile suggested that “low scald” fruit have been exposed to abiotic stresses before harvest, probably a combination of thermal and high light stresses.

### Effect of post-harvest cold acclimation on scald

H1 fruit harvested in 2017 were submitted to a post-harvest cold period of 1 week at low temperature prior to classic cold storage (Fig. 4a). When fruit were cold acclimated (H1-acclim), scald incidence was significantly reduced for both fruit batches dropping from 82% to 45% for R06, and from 86% to 56% for R11 after 4 months cold storage (Fig. 4b). Scald symptoms were also less severe for H1-acclim fruit than for H1 fruit (Supplementary Fig. S3). Scald incidence for H2 fruit, harvested one week later and immediately stored in classic cold was also reduced when compared to H1 fruit, but less than for the H1 acclimated fruits. This intermediate phenotype for H2 fruit was not observed any more after 5 months. (Supplementary Fig. S3). Therefore, the observed reduced scald incidence for H1-acclim fruit was not only due to more mature fruit (1 week delay before classic cold storage), but principally due to the cold acclimation treatment.

**Figure 4:**
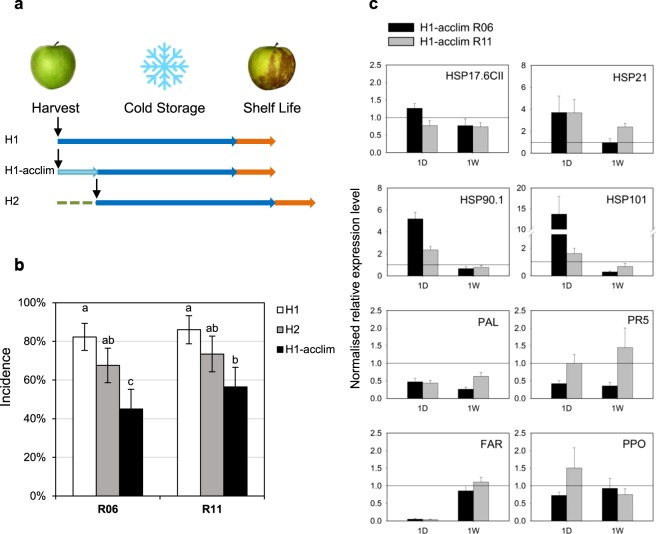
Effect of cold acclimation on superficial scald incidence. **(a)** Schematic representation of the experimental design. Early harvested fruit were cold acclimated at 8 °C for 1 week (H1-acclim, light blue) and compared to fruit not acclimated (H1) or harvested 1 week later (H2). Fruit were stored in classic cold conditions (blue arrow) and phenotyped for scald incidence after one week of shelf-life at room temperature (orange arrow). **(b)** Incidence of superficial scald injuries after 4 months cold storage according to acclimation treatment and harvest stage on fruit collected from two different orchards (R06 and R11). Values are binomial proportions and confidence intervals for n = 100 and α = 0.05. (**c**) Effect of acclimation on relative gene expression in fruit peel samples after one day (1D) and one week (1W). Expression relatively to classic cold storage for HSP17.6CII (*MD15G1053800*), HSP21 (*MD13G1108500*), HSP90.1 (*MD01G1208700*), HSP101 (*MD06G1201600*), PAL (*MD12G1116700*), PR5 (MD04G1064200), FAR (*MD10G1311000*) and PPO (*MD10G1299400*). Data are mean values ± SD of n = 3 for fruit collected in both orchards R06 and R11. Snowflake image unchanged according to https://commons.wikimedia.org/wiki/File:Emojione_2744.svg, (https://creativecommons.org/licenses/by-sa/4.0/deed.en).

### Effect of post-harvest cold acclimation on physiological stress indicators

As many HSPs responding to various stresses were found induced in 2014, the effect of cold acclimation on their expression was analysed. When compared with classic cold storage (H1 samples), the identified MD genes coding for HSP21, HSP90 and HSP101 were up-regulated after 1 day but not after 1 week of acclimation (Fig. 4c). Cold acclimation conditions tended to limit the major down regulation of HSP genes immediately observed after 1 day when fruit were stored in classic cold conditions (Supplementary Fig. S4). After one week of acclimation, all tested HSPs gene expression were similarly repressed as in classic cold conditions.

The effect of cold acclimation was further analysed using biotic and abiotic stress responsive gene expression^46^. The cold acclimation treatment had a repressive effect on *MD12G1116700* gene coding for a phenyl ammonia lyase (PAL) (Fig. 4c). PAL was immediately induced by classic cold storage for 1 week, while the cold acclimation treatment limited its induction for the entire first week of storage (Supplementary Fig. S4). In contrast, for *MD04G1064200*, a PR5 Thaumatin coding gene, the acclimation had a clear repressive effect only for the R06 fruit batch (Fig. 4c). PR5 was progressively induced under classic cold storage, indicating an increasing fruit stress status (Supplementary Fig. S4).

The qPFD chip also included FAR *(MD10G1311000)*, coding for a terpene synthase probably involved in the pathway leading to the biosynthesis of *α*-farnesene, and PPO *(MD10G1299400)*, coding for a polyphenol oxidase. Both genes are reporters of enzymatic activities suspected of being involved in the appearance of scald symptoms. FAR and PPO were progressively induced by cold storage (Supplementary Fig. S4). The acclimation treatment transiently inhibited the strong induction of FAR on the first day but did not have a consistent effect on PPO (Fig. 4c) which was also induced in both conditions (Supplementary Fig. S4).

## Discussion

Our study clearly demonstrated that pre-harvest ‘*in vivo*’ acclimation to cold is not necessarily due to the accumulation of cold temperature for 2 months before harvest as generally accepted, but also by a thermal variation due to a warm period followed by sudden cold temperatures three weeks before harvest. This thermal acclimation induced an increase in expression of HSP genes as well as other genes involved in abiotic stress responses. This transcriptomic response probably induced a physiological adjustment allowing the fruit to withstand cold storage and limiting further scald development.

The putative HSPs and HSFs apple orthologues highly expressed in low scald samples were probably induced by the high temperatures observed specifically through 2014 pre-harvest period. Indeed, the induction of HSP gene expression and proteins has already been observed in fruit flesh exposed to high daily temperatures in orchards^47^, and some HSF genes were shown to respond to heat stress in different apple tissues^48^. The sudden change of weather for cold temperatures three days before harvest may have also contributed to the induction of some HSPs. In particular, members of the HSP70 family were shown to be specifically induced by cold stress in spinach leaves and Arabidopsis^49,50^. Cold stress generates oxidative stress responses, and many AtHSPs were shown to be induced by ROS (Table 2). Therefore MdHSP expression could also have been indirectly induced by cold *via* ROS production.

The major negative effect of cold stress is that it induces severe membrane damage, alters the photosynthetic electron transfer machinery, and generates oxidative stress^18^. HSPs probably protect the cells in regulating the plant antioxidant system and ROS production^51^. Several chloroplastic sHSPs were shown to protect the Photosystem II (PSII) against formation of oxygen and photoinhibition in various stress conditions^52,53^. In particular, the tomato HSP21 and the sweet pepper CaHSP26 protect PSII from temperature dependent oxidative stress^39,54^. It was recently shown that the spinach SoHSC70 positively regulates thermotolerance by alleviating cell membrane damage, reducing ROS accumulation, and improving activities of antioxidant enzymes^55^. We can then hypothesize that among the identified apple HSFs and HSPs induced by pre-harvest conditions in 2014, several of them could have protected the fruit against cold stress induced by storage by reducing the oxidative stress and stabilizing the cell membranes (Fig. 5).

**Figure 5:**
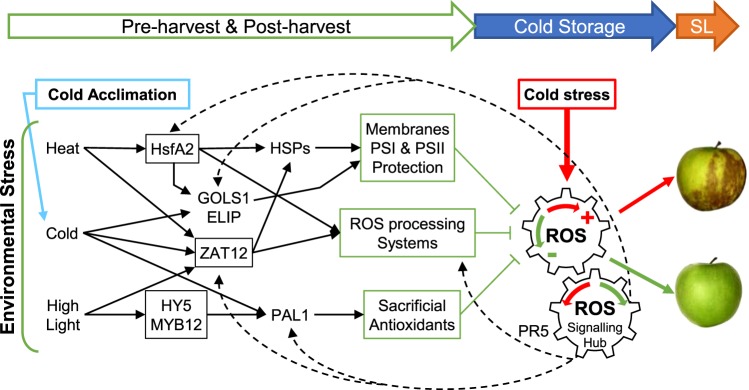
Hypothetical model for pre- and post-harvest climatic effects on superficial scald incidence. Pre-harvest environmental stress and post-harvest cold acclimation activate interconnected regulation pathways (black arrows, transcription factors in black boxes). Fruit physiological status is therefore modified, in particular its redox status (physiological process in green boxes), which can counteract the oxidative stress due to cold storage (red arrow) and limit scald. The model involves the integration of the different signals at the ROS production level and feed-back through the ROS signalling hub^76^ (dash arrow). Sacrificial antioxidants include housekeeping compounds such as proline, as well as secondary compounds such as flavonoids^56^. The ROS processing system involves compounds and enzymes allowing repeated redox-cycling such as those involved in the glutathione-ascorbate cycle^71^. PR5 gene expression may be correlated with the increasing stress status of fruit during cold storage. PSI and PSII, photosystems I and II; ROS reactive oxygen species; SL, shelf life.

The protective effect of HSPs was also probably enhanced by the regulation network depending on HsfA2. Indeed, AtHsfA2 was identified as a key regulator in response to several types of environmental stress, inducing many HSPs but also genes involved in various cellular adaptation processes such as ascorbate peroxidase 2 (*APX2*) and galactinol synthase 1 (*GolS1*)^41^. In addition to *HsfA2* and many *HSPs*, homologues of both *APX2* and *GolS1* genes were up regulated in the “low scald” fruit and could participate in the osmoprotection and ROS scavenging systems of the cells and prevent scald in response to cold stress (Table 3). Indeed, being involved in the response to a wide range of abiotic stresses, APX2 is a key enzyme of the redox homeostasis participating in the glutathione-ascorbate ROS scavenging cycle^56^, while GolS1 is involved in the synthesis of raffinose family oligosaccharides. In Arabidopsis galactinol and raffinose compounds can scavenge hydroxyl radicals to protect plant cells from oxidative damage caused by chilling^57^.

Protection against cold stress for “low scald fruit” was also probably enhanced by the expression of other genes involved in the maintenance of the cellular redox homeostasis. Apple genes coding for thioredoxin, glutaredoxin (GRX), glutathione-S-transferase (GST) and 2-oxoglutarate (2OG) or Fe(II)-dependent oxygenase were also relatively more expressed at harvest in “low scald” fruit. The Arabidopsis GRX gene *AtGRXS17* was shown to confer chilling stress tolerance in tomato fruit by increasing antioxidant enzyme activities and reducing H_2_O_2_ accumulation^58^. GSTs are directly involved in reducing oxidative damage as well as in resistance and adaptation to various abiotic stresses in plants^59^. In the same way, over expression of bZIP gene *HY5* and MYB transcription factors in “low scald” fruit could also participate in the maintenance of the cellular redox homeostasis through their role in anti-oxidant components synthesis and therefore promote cold acclimation of plants^18,42,43^.

The pre-storage acclimation treatment was sufficient in temperature and duration to reduce superficial scald, while preserving the fruit qualities (colour and firmness). A similar result was obtained by Moggia *et al*.^17^ with a step-wise cooling experiment. The acclimation treatment also delayed the repression of several *HSP* genes involved in abiotic stress response (Fig. 4c). This result indicates that *HSP* genes induction in 2014 was not specifically due to the progressive decrease in temperature three days before harvest but more probably to the previous warm period or by the combination of warm and cold periods (Fig. 3). This result supposes also that the increase in temperature in 2017 just before harvest was not long or intense enough to induce and maintain *HSP* gene expression until the end of the cold acclimation. Therefore, it could be interesting to test the post-harvest effect of a heat shock or a warm period followed by a cold acclimation on *HSP* gene expression and superficial scald development.

The expression profiles of *FAR* and *PPO*, coding respectively an α-farnesene synthase and a polyphenol oxidase often proposed to be involved in scald symptoms development, through the early phase of cold storage could not explain the efficiency of the acclimation treatment. In contrast, stress responsive genes expression profiles indicated differential fruit physiological status (Fig. 4c). PAL is the first enzyme of the polyphenol biosynthesis pathways leading to several groups of secondary metabolites such as lignins and flavonoids, including anthocyanins^60^. PAL regulation and ROS scavenging properties of the polyphenols led to the hypothesis that PAL was a key element in plant thermal stress acclimation^61^. PAL expression and activity has already been associated with chilling tolerance in several fruit species^62,63^. In particular, *PAL* induction of expression was observed in peel of citrus under cold stress and was attributed to a rapid adaptive response of the tissue to low temperature^64^. The rapid induction of *PAL* expression under classic cold or acclimation conditions is consistent with the observed increase in PAL enzyme when apple peel disc were chilled^65^. Probably because of milder temperatures, the acclimation treatment led to a lower induction of *PAL* and suggests a lower stress status for these fruit when compared with those subjected to classic cold conditions.

In addition to being a transcriptional biotic and abiotic stresses responsive marker, PR5 was shown to regulate physiological processes and interact with the ROS processing system^66^. PR5-osmotin helps in the accumulation of proline, an osmolyte which quenches reactive oxygen species and free radicals^67^. The overexpression of PR5-osmotin in chili pepper was shown to increase the activity of ascorbate peroxidase (APX) and superoxide dismutase (SOD) to detoxify the accumulated ROS^68^. Contrary to PAL, PR5 gene expression was not increased immediately but only after one week of cold storage (Supplementary Fig. S4). No consistent effect of acclimation on PR5 expression was observed at this stage. In potato under cold acclimation, the induction of osmotin-like proteins such as PR5 was progressive and increased 2 weeks after the treatment^69^. In this context, PR5 would be a marker of stress accumulation over the cold storage period. The benefit of acclimation on fruit stress status and *PR5* differential expression should be observed over a longer time frame.

It is now well established that ROS are essential messengers involved in redox signalling to regulate a wide range of processes, including responses to abiotic stress^70^. Thus cold acclimation, with milder temperatures when compared with classic cold conditions, could have been sufficient to affect cellular redox homeostasis and stimulate the ROS processing system^71^. The generated signal may have entrained acclimation and improved apple stress tolerance by physiological adaptations (Fig. 5). The benefit of the acclimation in reduced scald symptoms would have been persistent until the end of the long cold storage period.

This hypothesis supports the idea that the physiological status of fruit and in particular the status of its ROS processing system before cold storage could be very critical for further superficial scald development during shelf-life. It would also explain the fruit maturity effect on scald incidence observed with H2 and H3 harvest irrespective of the year. Indeed, some studies showed that delayed harvests increased the accumulation of anti-oxidant metabolites such as α-tocopherol, carotenoids, anthocyanin in apple peel, and reduced superficial scald^72^. Levels of antioxidant products such as glutathione and ascorbate, and related enzyme activities, superoxide dismutase (SOD), catalase (CAT), ascorbate peroxidase (APX) and glutathione peroxidase (GPX), were also found to increase during the ripening process of pear, peach and tomato^73–75^. This hypothesis is also in agreement with the theory that stress cross-tolerance is mediated through the ROS processing system and the associated regulation of gene expression through the redox signalling hub^76^ (Fig. 5). Therefore, it would be interesting to study the ROS processing system and its related gene network in response to pre-storage acclimation treatments and along the long cold storage of fruit.

## Conclusion and Perspectives

*In vivo* acclimation by pre-harvest thermal variations, including a warm period of several days, as well as post-harvest acclimation by a mild-cold period significantly reduced superficial scald development. Post-harvest thermotherapy treatments, which are short intense heat shock, are currently under evaluation in order to reduce post-harvest fungal infections. The success of this strategy supposes a non-antagonistic effect on other post-harvest disorders such as superficial scald. The correlation between the induction of HSF and HSP gene expression and the limitation of scald incidence suggests that thermotherapy treatments could limit scald. A post-harvest procedure combining both thermotherapy and cold acclimation could be even more efficient in preventing scald disorders.

This study revealed that HSP gene expression could be a potential marker to predict as early as harvest the risk of scald development during subsequent cold storage. Additional stress responsive genes identified at harvest (Table 3) or during the early days of cold storage, as well as orchard temperatures would increase the reliability of such a prediction which could support decisions for post-harvest treatments and/or cold storage management.

## Supplementary information

Supplementary Information.

Supplementary File S1.

Supplementary File S2.

Supplementary File S3.

Supplementary File S4.

## Data Availability

The microarrays data are available from the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE135863.

How the deposited data were processed for this re-analysis (not part of the article)

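The transcriptome at harvest was measured in peel of 5 samples, each from 20 fruit: 2014-P24 and 2014-P36 (low scald), and 2015-P24, 2015-P31 and 2017-R11 (high scald). They were hybridised in 3 comparisons (C1 to C3) on 6 Agilent AryANE_v2 2-colour arrays, 2 with swapped dyes per comparison, which gives 12 one-channel samples. 2014-P24 fills 4 of these channels, 2 in C1 and 2 in C3. The orchards follow the paper's array methods and Fig. 3a. Its plant material paragraph gives P31 for 2014 and P36 for 2015 instead, and 2017-R11 was matched to a sample labelled as plot 31b. Phenotype, climate and acclimation data are not analysed here.

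For each channel the authors deposited the spot intensity and the local background intensity on a linear scale, as the Agilent Feature Extraction software extracted them from images of the MS 200 scanner, with marks for saturated and for outlier spots. From the values, the deposited intensity labelled as processed is the mean pixel intensity without background subtraction or dye normalisation. The authors also deposited a table of log2 values, 1 line per probe and 1 column per channel, after their lowess. These log2 values correlated by 0.977 to 1.00 with the log2 median intensity of the same channel, without background subtraction. Their median was 5.63 for low and 5.63 for high scald on one array of C1 and 5.52 and 5.50 on the other. It was 5.59 and 5.58, then 5.59 and 5.59 on the arrays of C2, and 5.45 and 5.45, then 5.49 and 5.49 on those of C3. Whether repeated spots were averaged in that table is not known. The paper's text says that its combined test took C1 to C3 as 3 biological repetitions. It does not name the background method or say whether the dye-swapped arrays were averaged or entered singly.

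Each array has 180880 spots, of which 4854 are controls. Of the 133709 probes other than controls, 91392 have 1 spot and 42317 have 2, and 118865 come from AryANE_v1 and 14844 from AryANE_v2. The background was corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3 on the mean spot and median background intensities of all spots. Loess (span 0.3, 4 iterations) was fitted within each array with control and outlier spots at weight 0. Saturated spots were kept. Ratios were turned to high over low scald, spots of a probe were averaged, and the arrays of a comparison were averaged. The 3 ratios entered lmFit with an intercept and eBayes with default settings, which gave 1.60 prior degrees of freedom, and a probe was called at a Benjamini-Hochberg adjusted p of 0.05 or below. Lists were tested with camera (preset correlation 0.01) and fry. Levels per sample came from the single channels after loess and Aquantile. Other tools were data.table 1.17.8, statmod 1.5.0, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

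A probe counted as well above background when its intensity exceeded the local background by more than 2.6 SDs of the background pixels. In the Cy3 channels 21.9% to 29.6% of the probes did, and in the Cy5 channels 10.9% to 30.2%. The precision is limited by 3 ratios from 5 peel samples, of which C1 and C3 share 2014-P24. Each ratio is taken within an array, so the pairing of low and high scald samples comes from the hybridisation, and array, slide and comparison are blocks by construction. In the fit of 6 arrays with the comparison as a random block, the arrays of a comparison had a consensus correlation of -0.05.

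The calculation was tested on simulated data for the comparison of high over low scald over 133709 probes, 200 of them changed. With the spread of the real ratios, the test over 3 ratios called 81 of the 200 with 3 false calls. All called changed probes had the right sign, and the slope of fitted on true ratios was 0.870. With 6 separate ratios at the same spread, 198 were called with 633 false calls. Both arrays of a comparison were given the same deviation, and C1 and C3 shared no sample, so these false calls do not carry over to the real fits. With a small spread among comparisons, the test over 3 ratios called 200 with 2 false calls.

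The fit, the alternatives and the rule for naming genes were written before the data were examined, apart from 3 alternatives that are marked in the sections on processing and on differences, and a ranking that includes probes measured on fewer than 6 arrays. The rule allowed every gene that the results text, Fig. 3c or Supplementary File S4 names for the harvest comparison, and up to 5 called probes per direction with the same sign on all 6 arrays. The values in Tables 2 and 3 and in Supplementary Files S1 and S4 had been seen by then. A transcript with several probes was read from the probe of Supplementary File S1 or S4. In all, 30 genes were followed through 23 alternatives. These changed the background correction, the normalisation, the filter on dim probes, the outlier spots, the source of the values, the use of dye swaps, shared sample and slide, the arrays entered and the variance model.

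Gene names are those of the paper's tables, which match apple transcripts to Arabidopsis genes. None of the 92 apple genes of Tables 2 and 3 and none of the sequence names of the arrays were found (0 matched) in the reference table of 51804 genes, which is of the GDT2T_hap1 assembly. A list of all probes annotated as heat shock could not be tested, because no table at hand pairs every probe with a description. Supplementary File S1 was at hand for 820 of 1470 lines.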

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

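The tests on the antisense probe of MDP0000361622, on the probe of MDE0100036383 and on the brightness of the Cy5 channel of 2015-P24 were chosen only after the result was seen. The counts compared among channels were also picked after they had been seen.

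In 8 groups of 6 channels or arrays, 3 values lay far from the others, where chance gives about 1 in 20 groups for normally distributed values. The groups of channels mix Cy3 and Cy5, and all 3 values are spot counts of Cy5 channels, so that rate may not hold here. The Cy5 channel of 2014-P24 on 1 array of C3 had 399 outlier spots (0.227% of 176026), against 3 to 91 in the other low scald channels. A mark on part of the array would leave most of them next to another outlier spot. Within 2 rows and columns, 12.0% had such a neighbour, against at most 11.3% in 1000 random draws, so a mark could account for few of them. With outlier spots used, limma called 0 probes instead of 1 (7085 at an unadjusted p under 0.05). No biological explanation was tested for spot counts.

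The Cy5 channel of 2015-P24 in C1 had 119 outlier spots, against 2 to 39 in the other high scald channels, and 203 saturated spots, against 1 to 49. A mark is argued against by the 3.36% of outlier spots with a neighbour, against up to 8.40% in random draws. For the saturated spots, brighter labelling or scanning is a candidate explanation. The 95th percentile of the signal was 2214 in this channel and 196 to 1331 in the other Cy5 channels. Whether more RNA of abundant transcripts adds to it stays open.

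The paper set aside antisense probes. Those of the 48 Table 2 transcripts had a median log2 ratio of -0.19 in high over low scald, and 46 of 48 were lower in high scald samples. The median was -0.28 in C1, -0.04 in C2 and -0.29 in C3, and it lay between -1.31 and -0.14 over the other settings. The 14 probes well above background had a median of -0.53, and all 14 were lower. Chance choice of dim antisense probes is argued against, as 0 of 10000 random lists of like brightness had a median as low (share 1e-04, the smallest these draws can give). Sense material read by the antisense probe is consistent with the other pairs of probes. Over 3581 pairs outside Table 2 with both probes well above background, sense and antisense ratios correlated by 0.567, and over the 35 of them with a sense ratio of -1 or less by 0.343. Among the Table 2 pairs the coefficient was 0.349 over all 48 and 0.236 over the 14 whose antisense probe was well above background. Antisense transcription that changes with the sense transcript would give the same correlation and stays open, as does a difference between the fruit of low and high scald years.

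The antisense probe of MDP0000361622 is listed in Supplementary File S1, and was named here after its values were seen. Its log2 ratio was -2.88 (limma adjusted p = 0.573, lower on 6 of 6 arrays), with -3.19 in C1, -3.49 in C2 and -1.97 in C3. The ratio lay between -3.34 and -2.58 over the other settings. The antisense probe was well above background in 12 of 12 channels and the sense probe in 0. In low scald samples the level of the antisense probe was higher by 8.26 on the log2 scale, with the sense probe at background. A sense probe that binds poorly was not tested, so sense material read by the antisense probe cannot be told apart from a transcript of this strand that differs between low and high scald samples. A strand assigned wrongly in the array design and material of another gene were not tested either and stay open.

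The probe of MDE0100036383, outside the transcripts the paper discusses, had a log2 ratio of -3.90 and was the only one called from 3 ratios. The call, though not the direction, may rest on outlier spots left out of 2 arrays. With these spots used, the SD of the 3 ratios was 0.150 instead of 0.0377 and the limma adjusted p 0.0917, while the ratio was negative on 6 of 6 arrays, from -4.26 to -3.42. Of 23 other settings, 9 called it, with adjusted p from 7.1e-05 to 1.00. Without C1, C2 or C3 no probe was called (0 each). A difference in this transcript between low and high scald samples stays open.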

How the results depend on the processing

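The settings with 6 separate arrays and only probes well above background, with only sense probes well above background, and with 6 separate arrays and the authors' log2 values, and the ranking that includes probes measured on fewer than 6 arrays, were chosen only after the values were seen.

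The main count of called probes was 1, all lower in high scald samples (100%). It fell to 0 with plain background subtraction (7232 probes at an unadjusted p under 0.05), median centring in place of loess (3472), scaling between arrays after loess (6208) and outlier spots used (7085). It was also 0 with only low scald in Cy5 (9611), only low scald in Cy3 (7223), no replicate block with 5 peel samples (1852), C1 and C3 averaged first (5334), slide as a block (8787), trend and robust variance (825) and the one-sample test without moderation (6957). Without 1 replicate, that is without C1, C2 or C3, it was 0 to 0 (4260 to 10505). It was 1 in the other settings with 3 ratios, and 11 with sense probes well above background, where fewer probes are tested.

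Settings with 6 arrays gave more calls, since they take the dye-swapped arrays as separate observations. In data simulated with the spread of the real ratios, 6 separate ratios gave 198 true and 633 false calls. The simulation gave both arrays of a comparison the same deviation, so its share of false calls does not carry over to the real arrays. The count was 435 with 6 arrays as separate ratios (67.8% lower), 477 with the comparison as a replicate block (67.5% lower) and 126 with a dye effect (67.5% lower). All 435 were among the 477. It was 893 with 6 arrays and probes well above background (66.7% lower), and 429 with 6 arrays and the authors' log2 values (69.9% lower). In the same order the called Table 2 transcripts numbered 22, 23, 9, 48 and 27 and the called Table 3 transcripts 14, 15, 5, 40 and 17, against 0 in the main setting. With sense probes well above background they were 2 and 1, and adjusted over the list alone 48 and 42. The blocked fit pairs the arrays by the sample pair hybridised on them. With a consensus correlation of -0.05, it did not count them as repeats of the same samples. Beyond the calls given by the 6 arrays as separate ratios, it added 1 transcript each in Tables 2 and 3, and of the 30 named genes it called 16 instead of 15.

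The study chose Tables 2 and 3 on these arrays, so the direction of both lists, and their camera tests, were to be expected under any setting, and only the size of the medians is compared here. The median log2 ratio of Table 2 went from -2.78 with plain subtraction to -1.97 without C3, and without 1 replicate from -2.75 to -1.97. That of Table 3 went from -1.55 with plain subtraction to -1.04 without C1, and without 1 replicate from -1.41 to -1.04. No named gene changed direction under any of the 23 settings, several of which change only the test or the probes tested.

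The correlation of C1 and C2 moved from 0.227 to 0.0415 with plain subtraction, -0.00449 with median centring, 0.0552 with only low scald in Cy3, 0.341 with sense probes well above background and 0.0460 as Spearman's rho. That of C1 and C3 moved from 0.457 to 0.120 with plain subtraction, 0.158 with median centring, 0.333 with only low scald in Cy3 and 0.151 as Spearman's rho. That of C2 and C3 moved from -0.137 to -0.0243, -0.0189 and -0.0114 with plain subtraction, median centring and only low scald in Cy3. The correlation of array and RT-qPCR ratios was 0.844 as Spearman's rho and otherwise between 0.887 and 0.940, the range without 1 replicate. With plain subtraction, 5 of the 10 and 50% of the 50 most negative ratios were of heat shock transcripts, against 10 and 70%. With probes measured on fewer than 6 arrays included they were 9 and 70%. Without 1 replicate these were 8 to 10 and 64% to 68%. The cause was not tested for these changes.

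The log2 ratio of ELIP1 rests most on C3, with -1.62 without it against -2.78, and that of PAL1 with -1.08 against -1.92. Low signal limits the ratios of 4 transcripts of Table 2 and 2 of Table 3, whose high scald channels were all not well above background. Agilent's processed signal followed by loess was not run as a separate setting, since that signal is the uncorrected mean. The share of lower calls has no value where 0 probes were called.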

Differences from the paper's values

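The settings with 6 arrays and probes well above background, with sense probes well above background, and with 6 arrays and the authors' log2 values were chosen only after the values were seen.

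The paper reports 1491 DETs, and 1 probe was called here. These counts may rest on unlike tests. Over how many probes the paper adjusted is not stated. In Supplementary File S1 the largest ratio of adjusted to unadjusted p in the combined test was 27446, against 133709 probes tested here. Its p-values lay closer to the fit of 6 separate arrays than to that of 3 ratios (median log10 difference 0.244 against 1.37). All 20 alternatives fitted to the ratios that were set before the data were examined differ from the paper's count as well, as does the threshold on the log2 ratio, and the largest was 477 with the comparison as a replicate block. Of the alternatives chosen after seeing the values, 6 arrays with probes well above background came closest, with 893. Of the 820 lines of Supplementary File S1 at hand, the main setting called 0, 6 arrays as separate ratios called 262, and that later alternative 514. All 820 had the same sign here, 813 had an unadjusted p under 0.05, and their log2 ratios correlated by 0.997 with the paper's.

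The paper reports 1435 sense DETs, and 1 sense probe was called here. The largest count among the alternatives set before the data were examined was 443, with the replicate block, and all of them differ. The paper's share of sense DETs that are down regulated is 58.3% and that of up regulated ones 41.7%, against 100% and 0% here, from 1 probe. The shares of 3 alternatives set before the data were examined lie within a factor of 1.5 of both. These are 6 arrays as separate ratios (68.1% and 31.9%), the replicate block (67.7% and 32.3%) and the dye effect (68.6% and 31.4%). The other settings with a call, namely no background correction, probes well above background and the authors' log2 values, gave 100% and 0%.

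The paper counts 48 DETs of HSP families as down regulated. Its Table 2 lists 48 transcripts, of which 5 are HSFs, and these 48 were followed. Over all probes 0 of them were called here. Among the alternatives set before the data were examined, the count adjusted over the list alone reached 48. The counts with 6 arrays as separate ratios (22), the replicate block (23) and the dye effect (9) differ from the paper's, and all the others gave 0. The setting with 6 arrays and probes well above background, chosen after seeing the values, called all 48, while it called 40 of the 44 transcripts of Table 3 and 514 of the 820 lines of Supplementary File S1 at hand. With sense probes well above background, also chosen after seeing the values, 2 were called, and with 6 arrays and the authors' log2 values 27. The mean log2 ratios of all 48 transcripts lay within 1 SD of the paper's, with a correlation of 0.996, and so did those of all 44 transcripts of Table 3, with 0.997.

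The paper gives a Pearson coefficient of 0.83 between array and RT-qPCR ratios. Here it was 0.914, and its square was 0.835. The paper's own array ratios in Supplementary File S4 gave a coefficient of 0.911 and a square of 0.831. Of the alternatives set before the data were examined, scaling between arrays (0.894), Spearman's rho (0.844) and the ratios without C1 (0.887) lie within the spread of 0.0669 around the paper's value, and the others do not.

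Tables 2 and 3 and Supplementary File S1 list DETs of the paper. Of the 30 genes followed here, 27 are in these tables or in the 820 of 1470 lines of that file at hand. EXGT, LOX and IMS1 may be in the lines not at hand. Of the 30 genes, 0 were called in the main setting, 15 with 6 arrays as separate ratios, 16 with the replicate block and 4 with the dye effect. Among the settings chosen after seeing the values, 27 were called with 6 arrays and probes well above background, 18 with 6 arrays and the authors' log2 values and 2 with sense probes well above background. Of the 27 genes with a log2 ratio in Table 2, Table 3 or Supplementary File S1, 0 differed from the paper's ratio in the main setting, and no setting gave the opposite sign. Of 540 pairs of a gene and an alternative set before the data were examined, 12 differed from the paper's ratio. With plain subtraction, HsfA2 (MD08G1064100) had -4.63 against the paper's -1.91.

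In Supplementary File S1 the adjusted p of some lines exceeds, by more than 1%, that of a line with a larger p, which Benjamini-Hochberg values cannot do. This holds for 21 lines in C1, 98 in C2, 49 in C3 and 51 in the combined test, and 1 line has a combined adjusted p above 0.05 (0.0508).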

Other observations

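The tests of the dim Cy5 signal of C2, of the SD shared by its arrays and of a smaller scald difference in C2 were chosen only after the result was seen.

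The 3 comparisons can be combined with 4 patterns of sign. The real pattern gave 1 called probe and the 3 others 0 each, so 1 of 4 patterns had a count as large, and a share under 0.05 cannot be reached. Chance can thus not be excluded for the number of DETs. At an unadjusted p under 0.05 the real pattern gave 7093 probes, against 3393 with C1 turned, 8129 with C2 turned and 6049 with C3 turned. C2 lies on its own slide, so turning C2 follows the slides, and with the slide as a block 0 probes were called.

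The ratios of the Table 2 transcripts were smaller in C2, with a median 45.3% of that in C1. Background left in both dyes is argued against as the whole cause, since after plain subtraction the median in C2 was still 55.9% of that in C1. The dim Cy5 signal of the C2 arrays is a candidate explanation. For 5 heat shock genes, the RT-qPCR ratio of C2 was 94.8% of that of C1 in the median, while the array ratio was 59.6%. Over the other probes well above background, the SD shared by the dye-swapped arrays was 0.249 in C2 and 0.299 in C1, a smaller loss than in Table 2, though the true spread of these samples is not known. As the whole cause it is weakened by the 25 Table 2 transcripts well above background in all 12 channels, which still had a median in C2 of 57.8% of that in C1. A smaller scald difference between the fruit batches of C2 (52% and 100%, against 25% and 100% in C1) cannot be told apart from it with 5 genes. The RT-qPCR ratios of C2 minus C1 went both ways, from -0.29 for HSP90.1 to 3.50 for HSP17.6CII. Slide, orchard and sample also differ between C1 and C2.

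The level of the Table 2 transcripts was lower in 2014-P36 than in 2014-P24 for 48 of 48 transcripts, by a median log2 difference of -1.01. These samples were on different slides and were not hybridised together.

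C1 and C3 correlated by 0.459 over the probes measured on all 6 arrays, and by 0.406 without the transcripts of Tables 2 and 3. The shared control 2014-P24 alone gave 0.371 in simulated unchanged samples. That simulation assumes the same spread for every peel sample, so the part of the correlation due to the shared sample cannot be told apart from that due to changes common to 2015-P24 and 2017-R11.

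The p-values of the combined test in Supplementary File S1 can be set beside those computed here. The median log10 difference was 0.244 for the fit of 6 arrays as separate ratios and 1.37 for the fit of 3 ratios. The largest ratio of adjusted to unadjusted p in that file was 27446 for the combined test, and 133709 probes were tested here.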
